A study of Mus musculus with 8 samples. Its data were reported in "Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate" (2019).

How the data were processed

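RNA was measured in pharyngeal mesoderm and hearts dissected from single mouse embryos at embryonic day 8.75 (6 somites). There were 4 Isl1 knockout embryos and 4 wild-type embryos, and each library held the RNA of 1 embryo. Genotypes and replicate numbers were taken from the sample titles. The molecule field of the labels read total RNA for knockout embryo 2 and polyA RNA for the 7 other libraries.

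The authors made libraries from 100 ng of RNA, mapped the reads to the mm9 genome with STAR (minimum intron 20, maximum intron 500000) and counted reads over the exons of RefSeq transcripts with HOMER, so the deposited count values were raw read counts per transcript without normalization. Reads of both strands were counted, so reads of overlapping antisense genes could not be told apart, and the treatment of reads shared between near-identical copies was not stated. The deposited RPKM values were made by the authors with edgeR as reads per kilobase of transcript and per 1e6 reads counted; recomputing them from the counts gave differences of at most 0.000492. The deposited length column held the transcript length in bases, with no normalization. Per the file headers, baseMean was the DESeq2 signal averaged over the 8 samples, as counts divided by size factors. The deposited log2 fold changes and their standard errors were computed by the authors with DESeq2 as knockout over control. The deposited stat column was a score, the Wald statistic of DESeq2. The deposited p-value columns held the unadjusted and the adjusted p-value of that test. The authors did not state versions of STAR, HOMER, DESeq2 or edgeR.

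The deposited table held 31507 transcript entries of 20701 gene symbols. Of these symbols, 5808 had more than 1 entry, and 2629 entries had counts identical in all 8 samples to another entry of the same symbol. Because transcripts of a gene shared reads, 1 transcript per symbol was kept, the one with the highest mean count over all samples. The total count per library over the kept transcripts was 24715981, 23480470, 24017988 and 26153039 in wild-type embryos 1 to 4 and 25047013, 24097130, 18916452 and 19823622 in knockout embryos 1 to 4. Reads carried no molecular identifiers, so counting precision at these depths covers counting error only. A summed count of 3 was taken as the smallest detectable signal.

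Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, libraries were scaled by TMM, and a quasi-likelihood model with genotype as its single term was fitted to 14075 genes. Tests were two-sided, and p-values were adjusted by Benjamini-Hochberg over all genes fitted (FDR). Genes past an FDR of 0.05 were counted, and so were genes past the thresholds of the study, a log2 fold change beyond 0.58 in either direction (1.5-fold) with an unadjusted p-value under 0.05. CPM values were TMM-scaled counts per 1e6 reads. Gene sets were tested with camera of limma 3.58.1 (two-sided, inter-gene correlation 0.01, adjusted over 7 sets of the study's questions and separately over 6 sets that describe tissue composition), with the median log2 fold change of the set as its value. A set score was the mean over its genes of log2 CPM centred on the mean of the 8 samples. Single values were compared with exact two-sided permutation tests, whose smallest possible p with 4 against 4 is 0.0286. Principal components were computed on log2(CPM + 1) of the 10000 genes with the highest variance. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. Coordinates came from GENCODE vM1 on NCBIM37, the assembly also called mm9, in which 97.9% of the symbols were found.

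The model was tested on simulated counts drawn from the means and library sizes of the real samples. Each gene took the dispersion that the fitted trend gave at its abundance, and genes were drawn independently of each other. The simulated counts thus held no component shared across genes and no pairing of embryos. How often the model makes false calls where such structure is present was therefore not measured. With no gene changed, 0 of 13993 genes passed the FDR threshold, 5.27% had an unadjusted p-value under 0.05, and 200 genes passed the fold and unadjusted p thresholds. With 200 of 13986 genes changed, 192 genes passed the FDR threshold, of which 180 were truly changed and 12 were not. The estimated fold changes followed the simulated ones with a slope of 0.975. In that simulation, 195 unchanged genes passed the fold and unadjusted p thresholds.

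Named genes were chosen by a rule: Isl1; the 5 genes with the largest decrease and the 5 with the largest increase among genes past the FDR and the 1.5-fold threshold whose knockout and wild-type values did not overlap; a list of 33 genes taken from the study's text and from a figure of the study that shows these embryos; and sex-linked genes for the closing observations. Isl1 itself took a place among the 5 decreases. The comparisons, gene sets, rule and the planned set of alternatives were written before the data were examined. That figure, with a heat map of these embryos, and the opening lines of a supplementary table of the study had been seen by then, so neither the sets nor the list are independent of the study's calls on these embryos.

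The alternatives were DESeq2 size factors, the Wald test of DESeq2 1.42.0, no filter, a mean count of at least 50, all transcripts, the replicate number as a block, limma on log2(RPKM + 1), leaving out each embryo in turn, an FDR of 0.01, a 2-fold threshold, and a glmTreat test against a 1.5-fold change. For gene sets they also included camera with the inter-gene correlation estimated and the rotation test fry. Chosen after seeing the data were Y-linked expression as a covariate, the endoderm score as a covariate, the endoderm and erythroid scores together as covariates, removal of the GC and length trend of each library, that removal together with the replicate block, and counts thinned to equal depth. The pairing of knockout and wild-type embryos in the block came from the shared replicate numbers in the sample titles alone, and the labels did not say whether same-numbered embryos were littermates.

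Xist was not analysed here. The posterior Hox set could not be tested as planned because none of its genes passed the filter, so its counts are given instead. Composition sets were not run with the endoderm or erythroid scores as covariates, since those scores were built from the same genes. Chromatin and binding data were not used here.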

Results

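Gene expression was profiled by RNA sequencing in the pharyngeal mesoderm and hearts of 4 Isl1 knockout and 4 wild-type mouse embryos at E8.75. Isl1 encodes a LIM-homeodomain transcription factor of cardiac progenitor cells, and the comparison asked which genes depended on it in the forming heart. Total counts over 1 transcript per gene ranged from 23480470 to 26153039 in wild-type embryos and from 18916452 to 25047013 in knockout embryos. Knockout embryos 3 and 4 had the lowest totals, 18916452 and 19823622. Depth did not differ between genotypes in an exact two-sided permutation test (p = 0.2571, n = 4 each). Between 16156 and 16370 genes had at least 1 count per library, and the 10 most abundant genes took 3.5% to 3.82% of the counts. The lowest Pearson correlation of log2 counts between any pair of libraries, computed across genes, was 0.986.

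The targeted gene was examined first. Isl1 (NM_021459, chromosome 13, 117088478 to 117099896, minus strand, mm9) was measured at 9.72, 9.76, 26.9 and 23.3 CPM in wild-type embryos 1 to 4, and at 2.32, 2.16, 1.78 and 2.40 CPM in knockout embryos 1 to 4. The mean was 17.4 ± 8.98 CPM in the wild-type group and 2.16 ± 0.276 CPM in the knockout group (SD, n = 4), so that 12.4% of the wild-type mean remained. The log2 fold change was -3.00 (SE 0.36, edgeR FDR 0.0041), and the exact two-sided permutation test gave p = 0.0286, the smallest possible value. With the replicate number as a block the log2 fold change was -2.84 (edgeR FDR 0.0131). Deviations of same-numbered embryos from their group means correlated at 0.229 on average across genes. The average rested mostly on the embryos numbered 4, at 0.507, while those numbered 1 to 3 correlated at 0.109, 0.212 and 0.0863. The alternative that moved Isl1 most was limma on log2(RPKM + 1), which gave -1.63 (FDR 0.0261).

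**Figure D1:**
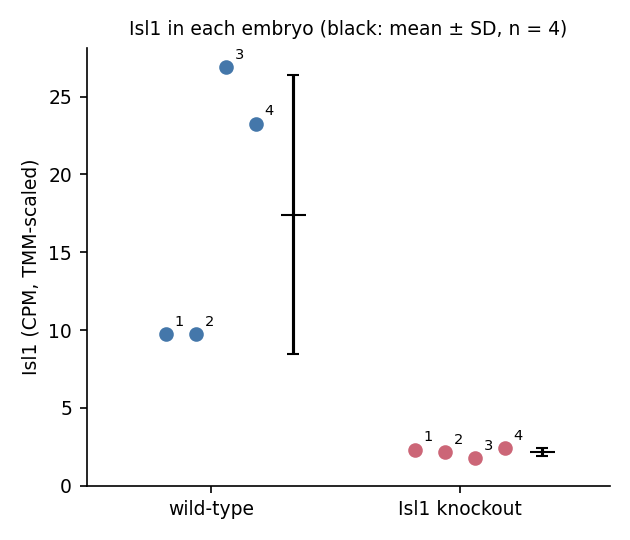
Isl1 expression in each embryo, in TMM-scaled CPM, with replicate numbers beside the points and black bars for the mean ± SD (n = 4 per genotype). The 4 knockout embryos lay between 1.78 and 2.40 CPM, all below the lowest wild-type embryo at 9.72 CPM.

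The overall structure of the data was examined by principal component analysis. The first component held 40.1% of the variance and did not separate the genotypes (R2 of genotype 0.0048, exact two-sided permutation p = 0.9143, n = 4 each). The second component held 24.0% and did (R2 0.753, exact p = 0.0286). Wild-type embryo 3, with a PC2 score of -2.80, lay closest to the knockout embryos, whose PC2 scores ran from -15.6 to -9.59. Of the alternatives for the first component, leaving out knockout embryo 2 moved its R2 most, to 0.358 (exact permutation p = 0.1714).

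**Figure D2:**
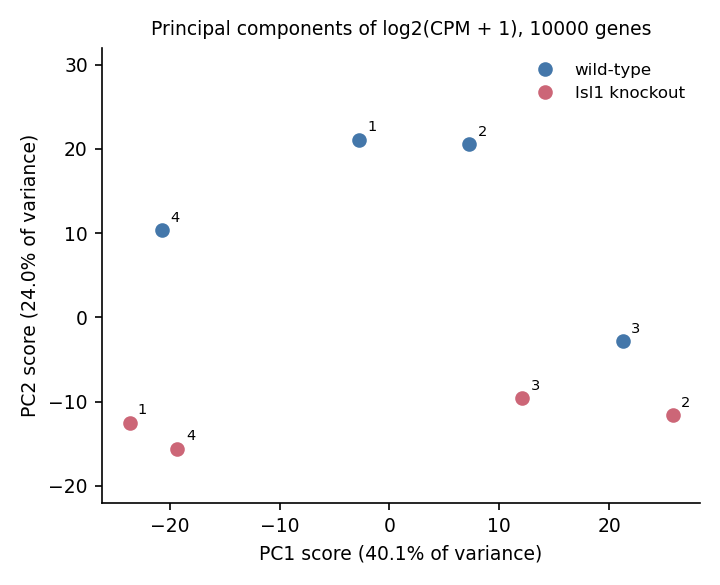
Scores of the 8 embryos on the first and second principal components of log2(CPM + 1) of 10000 genes, with replicate numbers beside the points. Wild-type and knockout embryos were mixed along the first component (40.1% of variance), and each knockout embryo had a lower score than each wild-type embryo on the second (24.0%).

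Differential expression was then tested gene by gene. Of 14075 genes tested, 137 passed an edgeR FDR of 0.05, with 15 higher and 122 lower in the knockout. A further requirement of a 1.5-fold change left 108 genes, 9 higher and 99 lower. The thresholds of the study, a 1.5-fold change with an unadjusted p-value under 0.05, selected 553 genes, 235 higher and 318 lower, and 445 of them (80.5%) had an edgeR FDR of 0.05 or more. These 445 genes were weakly expressed, with a median of 2.39 CPM against 27.4 CPM for the 137 genes past the FDR. Across all genes 2453 had an unadjusted p-value under 0.05, and the median log2 fold change was 0.01. The values of the 4 knockout and 4 wild-type embryos did not overlap in 1449 genes, or 10.3% against the 2.86% that chance gives, and all 137 genes past the FDR were among them.

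The number of genes past the FDR depended on the model. It ran from 11 under a test against a 1.5-fold change to 801 with endoderm and erythroid scores as covariates, an alternative chosen after seeing the data. The Wald test of DESeq2 on the same counts gave 726 genes, 249 higher and 477 lower, which included all 137. With the replicate number as a block, for which same-numbered embryos correlated at 0.229, 76 genes passed, 4 higher and 72 lower, and 72 of the 76 were among the 137. The block left the count under the fold and unadjusted p thresholds at 553. In the authors' deposited table, 569 symbols passed a 1.5-fold change with an unadjusted p-value under 0.05, 235 higher and 334 lower. In the authors' deposited table, 787 symbols passed an adjusted p-value of 0.05 and 295 passed both that and a 1.5-fold change.

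The largest decreases were found in Pyy, Isl1, Nkx2-6, Ppp1r17 and Tdgf1. Pyy (NM_001346771, chromosome 11, 101967990 to 101969146) fell from 3.49 ± 1.58 to 0.249 ± 0.144 CPM (SD, n = 4), a log2 fold change of -3.83 (SE 0.45, FDR 0.00383), with wild-type embryo 3 at 5.86 CPM and the other wild-type embryos at 2.62 to 2.75 CPM. Nkx2-6 (NM_010920, chromosome 14, 69789633 to 69793596) fell from 6.98 ± 2.70 to 1.36 ± 0.386 CPM, a log2 fold change of -2.35 (SE 0.32, FDR 0.00727). Ppp1r17 (NM_011153, no position found under this symbol) had a log2 fold change of -2.10 (SE 0.30, FDR 0.00985) and an FDR of 0.0619 with the replicate block. Tdgf1 (NM_011562, chromosome 9, 110842114 to 110848662) fell from 9.77 ± 3.26 to 2.49 ± 0.631 CPM, a log2 fold change of -1.97 (SE 0.26, FDR 0.00704). Block estimates for the 4 genes besides Isl1 were -3.81, -2.28, -2.09 and -1.93, with same-numbered embryos correlated at 0.229.

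The largest increases were found in Esm1, Zfr2, Scn3a, Fam189a1 and Kbtbd11. Esm1 (NM_023612, chromosome 13, 113999867 to 114008306) rose from 0.414 ± 0.0845 to 1.99 ± 0.763 CPM (SD, n = 4), a log2 fold change of 2.25 (SE 0.35, FDR 0.0153), and rested on 7 to 12 reads per wild-type library and 24 to 62 per knockout library. Zfr2 (NM_001034895, chromosome 10, 80695900 to 80714868) had a log2 fold change of 1.82 (SE 0.23, FDR 0.00558). Kbtbd11 (NM_029116, chromosome 8, 15011025 to 15033330) was more abundant, and rose from 31.3 ± 6.68 to 64.7 ± 11.8 CPM, a log2 fold change of 1.05 (SE 0.17, FDR 0.0177). Scn3a (log2 fold change 1.33, FDR 0.0470) and Fam189a1 (1.16, FDR 0.0496) were near the threshold. In the fit with the replicate block (same-numbered correlation 0.229), Scn3a and Fam189a1 had FDRs of 0.1297 and 0.1449, while Esm1, Zfr2 and Kbtbd11 stayed past 0.05 at 0.0484, 0.0454 and 0.0454.

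Regulators and structural genes named in the text or a figure of the study were examined as a list of 33 genes. Of these, 29 passed the expression filter, 28 were lower in the knockout and 1, Msx2, was higher (log2 fold change 0.15, FDR 0.646). The FDR over all genes was under 0.05 for 15 of them, each lower in the knockout, and the FDR over the list alone was under 0.05 for 24. That second count shows no stability, since the list drew in part on calls made from these embryos. Nkx2-5 (NM_008700, chromosome 17, 26975609 to 26978510) fell from 25.4 ± 2.98 to 9.58 ± 1.35 CPM, a log2 fold change of -1.40 (SE 0.13, FDR 0.00186). Myocd had a log2 fold change of -1.58 (SE 0.19, FDR 0.00447), Hcn4 of -1.29 (SE 0.12, FDR 0.00186), Tbx5 of -1.17 (SE 0.13, FDR 0.00304) and Tbx20 of -1.13 (SE 0.11, FDR 0.00186). Ttn (-1.38, SE 0.28, FDR 0.0550) and Gata4 (-0.63, SE 0.13, FDR 0.0532) fell just short of the threshold, and Hand2 (-0.39, FDR 0.1872) and Hif1a (-0.38, FDR 0.0772) did not pass. Under the Wald test of DESeq2, 7 more genes of the list passed, among them Ttn, Gata4 and Hif1a (adjusted p 0.00517, 0.000112 and 0.00552) but not Hand2. With the replicate block (same-numbered correlation 0.229), Nkx2-5, Myocd, Hcn4 and Tbx20 gave -1.41, -1.55, -1.29 and -1.14 and stayed past the FDR threshold, while 5 of the 15 genes no longer passed it: Ryr2 (FDR 0.1041), Hopx, Wnt2, Myl3 and Tpm1 (FDR 0.0611 to 0.0674).

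**Figure D3:**
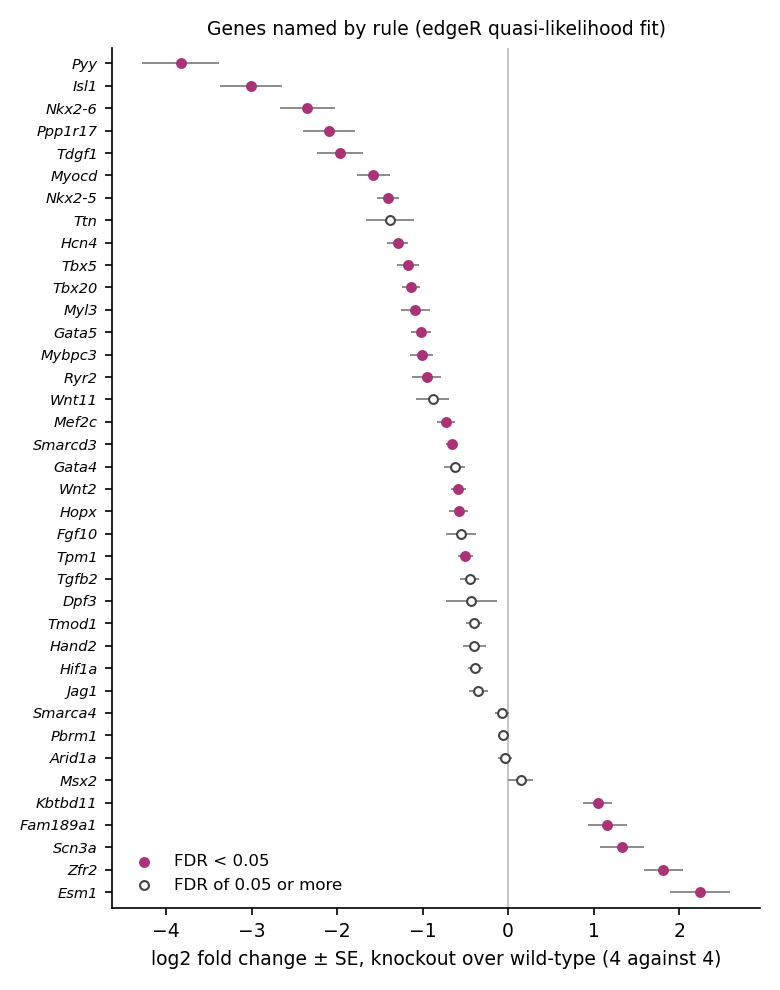
Log2 fold change of knockout over wild-type with its standard error for the named genes that passed the expression filter (4 embryos per genotype). Filled points passed an edgeR FDR of 0.05. Apart from Msx2 and the 5 largest increases, the genes lay below 0, from Arid1a at -0.04 to Pyy at -3.83; Arid1a moved above 0 with endoderm and erythroid scores as covariates, under limma on RPKM, and without wild-type embryo 3 or knockout embryo 3.

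The study proposed that Isl1 works with the SWI/SNF chromatin remodelling complex, so the expression of its subunits was compared. Smarcd3, which encodes Baf60c (NM_025891, chromosome 5, 24096636 to 24107830), fell from 37.8 ± 1.81 to 24.0 ± 0.556 CPM (SD, n = 4), a log2 fold change of -0.66 (SE 0.07, FDR 0.00279), and -0.66 with the replicate block (FDR 0.0268, same-numbered correlation 0.229). It was the only 1 of the 21 subunits tested that passed the FDR. Smarca4, which encodes Brg1, had a log2 fold change of -0.07 (SE 0.08, FDR 0.7052), Arid1a of -0.04 (FDR 0.8386), Pbrm1 of -0.06 (FDR 0.6986) and Dpf3 of -0.43 (FDR 0.4836). The median over the 21 subunits was -0.04, with 15 lower and 6 higher (camera FDR 0.0542; exact two-sided permutation p of the set score 0.0286, n = 4 each), and -0.04 with the block (camera FDR 0.0677). The subunit median was reversed to 0.02 under limma on log2(RPKM + 1), whose values carried no TMM scaling.

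Gene sets for heart muscle were compared between the genotypes. In the cardiac contraction set, 37 of 38 genes were lower in the knockout and 22 of them passed the FDR, with a median log2 fold change of -0.87 (camera FDR 3.92e-67). The set score was 0.413 ± 0.280 in the wild-type and -0.413 ± 0.195 in the knockout group (SD, n = 4, exact two-sided permutation p = 0.0286). In the cardiac transcription factor set, 24 of 27 genes were lower and 10 passed the FDR, with a median of -0.58 (camera FDR 4.06e-31, exact permutation p = 0.0286). In the smooth muscle set, 9 of 11 genes were lower and 2 passed, Acta2 and Cnn1, with a median of -0.46 (camera FDR 1.6e-07, exact permutation p = 0.0286). Mylk (log2 fold change 0.17) and Cald1 (0.12) were the 2 higher genes. Des (-0.73) was counted in both the smooth muscle and the contraction set, so these sets are not independent. Which cells the lower reads of the smooth muscle set came from was not tested. With the replicate block, for which same-numbered embryos correlated at 0.229, the medians of these 3 sets were -0.83, -0.58 and -0.42 (camera FDR 1.08e-62, 1.28e-35 and 1.67e-07). Camera with the inter-gene correlation estimated was the alternative that moved the camera FDR of the contraction set most, to 0.0144, and limma on log2(RPKM + 1) moved its median most, to -0.67. For the smooth muscle set, the estimated correlation gave a camera FDR of 0.049, just past the threshold, and limma gave a median of -0.18. The smooth muscle median ran from -0.62 to -0.34 over the fits that each left out one embryo.

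The remaining sets of the study's questions moved less. For second heart field and outflow tract signalling, 22 of 34 genes were lower and 2 passed the FDR, with a median of -0.17 (camera FDR 0.00164), and the set scores of the genotypes overlapped (exact permutation p = 0.0857). The endothelial set had 15 of 20 genes lower, 0 past the FDR and 3 with an unadjusted p-value under 0.05, with a median of -0.11 (camera FDR 0.0548, exact permutation p = 0.4286). Hypoxia was examined because the study linked Isl1 to the response to low oxygen, and 24 of 28 genes were higher in the knockout with a median of 0.24 (camera FDR 1.28e-06). Of the 28 genes 0 passed the FDR and 13 had an unadjusted p-value under 0.05, 11 of them higher and 2 lower, and the set scores overlapped (exact permutation p = 0.0571). With the replicate block (same-numbered correlation 0.229) the medians of the signalling, endothelial and hypoxia sets were -0.16, -0.13 and 0.24 (camera FDR 0.00151, 0.0658 and 2.97e-06). With the inter-gene correlation estimated, neither the signalling nor the hypoxia set passed (camera FDR 0.1894 for each).

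**Figure D4:**
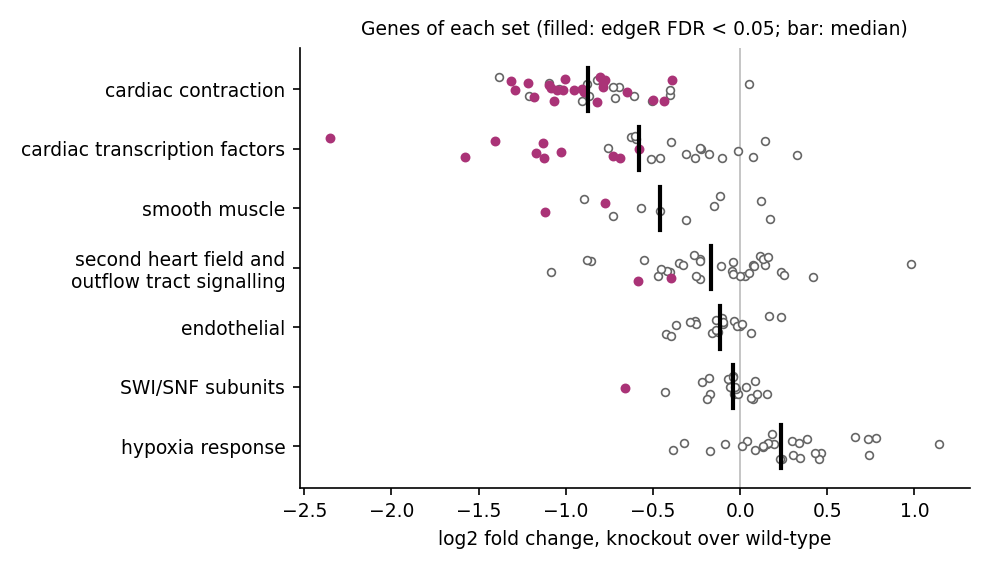
Log2 fold change of knockout over wild-type for the genes of each set, with filled points for genes past an edgeR FDR of 0.05 and a black bar at the median of the set. The medians ran from -0.87 for cardiac contraction to 0.24 for hypoxia response; that of the SWI/SNF subunits was reversed under limma on RPKM.

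The study linked genes higher in the knockout to proximal-distal patterning, so posterior Hox genes were examined. None of the 16 genes of the set passed the expression filter, and 11 of them had any count in the table. Hoxa9 (chromosome 6, 52173099 to 52181088) had 1, 1, 1 and 2 reads in wild-type embryos 1 to 4 and 0, 1, 10 and 65 reads in knockout embryos 1 to 4. Summed over Hoxa9, Hoxa10, Hoxa11 and Hoxd10, the counts were 2, 1, 3 and 2 in the wild-type and 0, 2, 28 and 152 in the knockout embryos, so 2 of 4 knockout embryos rose above the smallest detectable signal of 3 counts. The exact two-sided permutation test on log2 of this sum, taken in CPM with 0.05 added, gave p = 0.3429 (n = 4 each). Without the filter the median log2 fold change of the set was 3.87 (camera p 0.0627), 0 genes of the set passed the FDR, and Hoxa9 had an edgeR FDR of 0.2262. In the authors' deposited table, Hoxa9 had a log2 fold change of 4.18 with an adjusted p-value of 0.0382, and Hoxa10, Hoxa11 and Hoxd10 had no adjusted p-value.

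**Figure D5:**
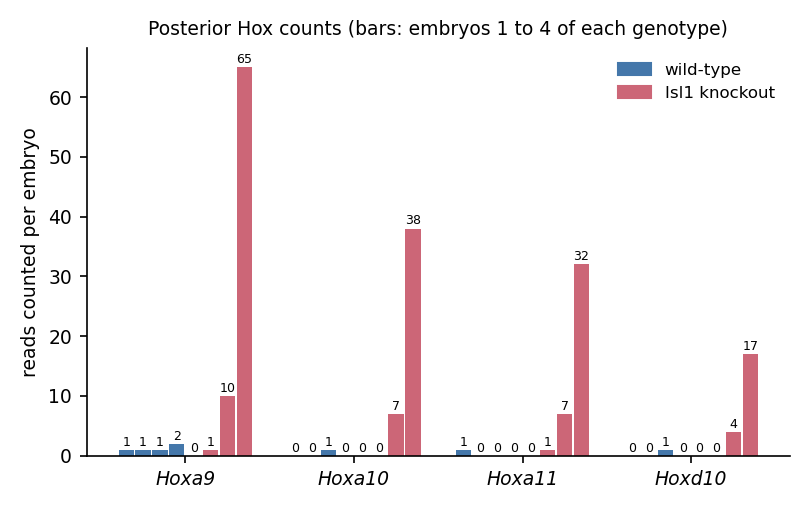
Reads counted per embryo for Hoxa9, Hoxa10, Hoxa11 and Hoxd10, with bars for embryos 1 to 4 of each genotype. Nearly all reads came from knockout embryos 3 and 4, with 10 and 65 reads of Hoxa9, while knockout embryos 1 and 2 had 0 and 1.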

Values the study reported

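The study reported 569 genes with changed expression in Isl1 knockout embryos at E8.75, using a fold change above 1.5 and a p-value under 0.05. It also reported that Isl1 bound 75% of the genes deregulated in these embryos.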

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

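Of the tests in this part, the count of knockout embryos with raised posterior Hox reads and the histone comparison for knockout embryo 2 were chosen only after the result was seen.

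Counts of posterior Hox genes stood out in knockout embryos 3 and 4. These genes lay below the expression filter and so were not tested in the reported fit. The summed reads of Hoxa9, Hoxa10, Hoxa11 and Hoxd10 were 28 in knockout embryo 3 and 152 in knockout embryo 4, against 1 to 3 in the wild-type embryos and 0 and 2 in knockout embryos 1 and 2. These 2 libraries were the shallowest, so depth does not explain the reads. A change shared by all knockout embryos was not seen, since 2 of 4 lay above the highest wild-type embryo. More allantois or extraembryonic mesoderm in the knockout dissections would raise a set of its marker genes other than Hox genes, and that set did not move up (median log2 fold change -0.03, camera FDR 0.2468). However, 3 of its 11 genes, Hand1, Tbx2 and Bmp4, also belong to the heart sets that fell, so this comparison of genotypes does not by itself rule the tissue out; the median of the other genes was -0.01. By embryo, the allantois score was 0.09 in knockout embryo 3 and -0.08 in knockout embryo 4. The other 6 embryos lay between -0.42 and 0.30, values given without a test. The score did not follow the Hox reads, but a small amount of such tissue may not move it. Of 12 genes listed 11 were tested, without Tbx4, and some were abundant, such as Fbln1 at a wild-type mean of 163 CPM. More caudal embryonic tissue is another candidate explanation that the data could not decide: the caudal mesoderm and tail bud set without Hox genes had a median of 0.25, with 10 of 13 genes higher, but a camera FDR of 0.0821. With the replicate block, for which same-numbered embryos correlated at 0.229, that set had a median of 0.25 and a camera FDR of 0.0458. Over the fits that each left out one embryo its median ran from 0.10 to 0.32. It passed without wild-type embryo 2 (camera FDR 0.0481) and without knockout embryo 2 (camera FDR 0.0334), and in no other of these fits. Its median was 0.0575 with Y-linked expression as a covariate (camera FDR 0.3647). The caudal set score was 0.12 in knockout embryo 3, 0.43 in knockout embryo 4 and between -0.31 and 0.03 in the other 6 embryos, values given without a test. Of 18 genes listed for the caudal set 13 were tested, without Cdx4, Msgn1, Hes7, Mesp2 and Ripply2. Hoxb9 followed another pattern, with 146 reads in wild-type embryo 2 and 20 and 54 in knockout embryos 3 and 4; it was picked out after its values were seen. The pattern cannot be told apart from a difference in the level at which single embryos were dissected.

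Reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty divided the embryos. Their mean log2 CPM was -3.26 in knockout embryo 2, against 6.06 to 6.19 in the other knockout embryos, and 6.10 in wild-type embryo 4, against -3.54 to -3.39 in the other wild-type embryos. The genotypes therefore held 3 of 4 and 1 of 4 embryos with Y-linked reads. With Y-linked expression as a covariate, an alternative chosen after seeing the data, most genotype calls would be lost if this difference lay behind them. In that fit 63.5% of the 137 genes past the FDR stayed past it (87 genes, with 101 past it in all). By direction, calls higher in the knockout went from 15 to 5, and calls lower in the knockout from 122 to 96. Most increases therefore lost their call, so for them the test does not argue against this explanation. A lost call does not by itself mean a smaller change, since Kbtbd11 and Hopx lost theirs with log2 fold changes of 1.11 and -0.61 against 1.05 and -0.58 without the covariate, while Esm1 (1.80 against 2.25), Scn3a (1.22 against 1.33), Fam189a1 (1.08 against 1.16) and Tpm1 (-0.43 against -0.50) moved toward 0. For the lost calls of genes not named here the cause was not tested. With this covariate the contraction set median was -0.96, against -0.87 without it. Other medians moved toward 0: cardiac transcription factors from -0.58 to -0.43, smooth muscle from -0.46 to -0.42, and signalling from -0.17 to -0.0043.

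Knockout embryo 2 was the library labelled total RNA. RNA without poly(A) tails would raise its replication-dependent histone genes above the 7 other libraries, but their summed expression of 21.8 CPM was under the highest of the others, by a difference of -8.96 CPM. The label therefore left no mark on the sum of these 67 genes. In the same embryo the hypoxia score was -0.069, far from the 0.21 of each of the other knockout embryos, and leaving it out gave a hypoxia set median of 0.33, as leaving out wild-type embryo 2 did with 0.34, against 0.24 with all embryos. No technical or biological explanation for the low hypoxia score was tested beyond the library type.

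Single genes stood apart in 1 embryo of a group in 4 cases. Pyy was at 5.86 CPM in wild-type embryo 3 and at 2.62 to 2.75 CPM in the other wild-type embryos, and Hopx was at 17.8 CPM in the same embryo against 21.3 to 22.04 CPM. Gata5 was at 24.5 CPM in knockout embryo 3 against 19.4 to 20.1 CPM in the other knockout embryos, and Arid1a at 332.0 CPM against 375.2 to 379.5 CPM. In all, 7 of the 116 groups of 4 embryos tested had such a value, and chance gives 5.8, so these single genes call for no explanation of their own. No biological explanation was tested for them.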

How the results depend on the processing

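No test in this part was chosen after the result was seen, but the alternatives with covariates, with the GC and length trend removed, and with thinned counts were chosen after seeing the data.

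The Isl1 decrease and the decreases of the cardiac contraction, cardiac transcription factor and smooth muscle sets kept their direction and their side of the threshold in each of the 21 alternatives run for them, and the lack of separation on the first principal component did so in each of 11. Across the fits that each left out one embryo, the Isl1 log2 fold change ran from -3.20 to -2.72. A fit with Xist as a covariate, written before the data were examined, was not run, and Y-linked expression took its place. The study's DESeq2 test gives no camera result, so the sets were not run with it.

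The number of genes past the FDR, 137 in the reported fit, was 726 under the Wald test of DESeq2, 315 with the endoderm score and 801 with the endoderm and erythroid scores as covariates, and 246 with the GC and length trend removed. It was 76 with the replicate block, 63 at an FDR of 0.01 and 11 under the glmTreat test. It ran from 70 to 490 across the 8 fits that each left out one embryo, with 490 without wild-type embryo 3, and 65 of the 137 genes passed in all 8. The share of these calls that were higher in the knockout, 10.9% in the reported fit, was 34.3% under the Wald test, 27.0% and 35.1% with 1 and both scores as covariates, and 21.0% under limma, and it was 5.26% with the replicate block, 4.95% with the Y-linked covariate, 3.17% at an FDR of 0.01, 0% under glmTreat and 4.08% to 23.9% across the leave-one-out fits. The replicate block with the GC and length trend removed gave 116 genes, 93 of them among the 137. DESeq2 size factors moved the median log2 fold change of all genes by 0.01. The number past the fold and unadjusted p thresholds, 553, was 350 with a mean count of at least 50, 115 under limma on log2(RPKM + 1) and 161 with a 2-fold threshold. It was 701 without the filter, 735 with both scores as covariates and 478 to 683 across the leave-one-out fits. Its balance of 235 higher and 318 lower turned to 377 higher and 358 lower with both scores and to 300 higher and 285 lower with the Y-linked covariate. The balance moved the other way under limma (20 higher and 95 lower), with a mean count of at least 50 (114 and 236) and with a 2-fold threshold (55 and 106). The causes of these moves were not tested here, except where the observations below test the endoderm score, GC content and depth.

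Without the filter, 11 posterior Hox genes were tested, and from 0 to 1 across the leave-one-out fits, against 0 in the reported fit. The endothelial set, with a median of -0.11, passed the camera threshold without the filter (-0.10), under limma (-0.0574), with the GC and length trend removed (-0.13), and with that removal and the replicate block (-0.15), and in 4 of the 8 leave-one-out fits, over which its median ran from -0.23 to -0.0248. The SWI/SNF subunits, with a median of -0.04, passed without the filter (-0.0249), with the GC and length trend removed (-0.0616), with that removal and the replicate block (-0.0646), and in 4 of the 8 leave-one-out fits (-0.0669 to -0.0044 over the 8), and were reversed under limma (0.0196). The signalling set no longer passed with both scores as covariates (-0.0824), with the inter-gene correlation estimated or under fry (median -0.17 in each, camera FDR 0.1894 and fry FDR 0.0617), or without wild-type embryo 3 (camera FDR 0.1025), with medians from -0.21 to -0.0813 across the leave-one-out fits, and its median was -0.0043 with the Y-linked covariate (camera FDR 0.00326). The hypoxia set no longer passed with the inter-gene correlation estimated or under fry (median 0.24 in each, FDR 0.1894 and 0.0617). The RPKM values carried no TMM scaling, and TMM factors ran from 1.0015 to 1.0331 in knockout and from 0.9608 to 1.0061 in wild-type embryos. Leaving this scaling out by itself moves log2 fold changes upward, so a median near 0 can change sign under limma. The cause was not tested for any of these sets.

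The number of composition sets past the threshold, 3, was 1 under limma, 0 with the inter-gene correlation estimated and 0 under fry, and from 1 to 4 across the leave-one-out fits. The allantois set was reversed under limma (0.0064) and ran from -0.16 to 0.0073 across the leave-one-out fits, and the endoderm set ran from -0.15 to 1.05. Arid1a was reversed with both scores as covariates (0.0217) and under limma (0.0201), and ran from -0.0794 to 0.0344 across the leave-one-out fits, and Msx2 ran from -0.0065 to 0.22. For the named genes besides Isl1, 244 of the comparisons with the leave-one-out fits gave the same call, 43 were weaker and 6 stronger, and in the other alternatives 418 gave the same call, 29 were weaker and 25 stronger. For the composition sets, 4 were weaker and 4 stronger in the leave-one-out fits, and 10 were weaker and 2 stronger elsewhere. The missing TMM scaling of the RPKM values applies to the limma reversals here as well, and no cause was tested. Since Hoxa9, Hoxa10, Hoxa11 and Hoxd10 together had at most 3 reads in each wild-type library, no fold change is given for their sum.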

Other observations

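Of the tests in this part, the spread of the contraction genes, both relations of the first principal component and the splits of the composition sets were chosen only after the result was seen.

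The fall of the cardiac contraction genes was weighed against a change in what was dissected. More blood or yolk sac tissue in the knockout samples would dilute heart RNA and raise marker genes of those tissues. The study also reported erythroid genes higher in later Isl1 hypomorphic embryos and hematopoiesis genes higher in sorted Isl1 knockout progenitor cells. A rise of erythroid genes could therefore also follow from the loss of Isl1, which these data do not separate from tissue content. The erythroid set was higher in the knockout (median log2 fold change 0.48, 15 of 15 genes higher, camera FDR 0.0127). However, its score overlapped between genotypes (exact permutation p = 0.3429), and 0 of its genes passed either the FDR or an unadjusted p-value of 0.05. Its median ran from 0.10 to 0.81 over the fits that each left out one embryo. The erythroid set no longer passed without knockout embryo 2 (0.10, camera FDR 0.3273) or without wild-type embryo 3 (0.23, FDR 0.1773). It also lost its call under limma (0.37, FDR 0.0902), with the inter-gene correlation estimated (FDR 0.5712) and under fry (FDR 0.4146). The endoderm set did not pass (median 0.49, camera FDR 0.4105). It passed with the Y-linked covariate (median 1.51, camera FDR 7.63e-06), without knockout embryo 1 (0.84, FDR 0.00338) and without knockout embryo 4 (0.80, FDR 0.0171). Its median fell to 0.04 with the replicate block (camera FDR 0.7501) and to 0.07 under limma (FDR 0.5636). Without knockout embryo 2 it was reversed to -0.15 (FDR 0.2233). With both scores as covariates, an alternative chosen after seeing the data, the median of the contraction set was -0.94 against -0.87 without them, so the blood and yolk sac content that these scores capture did not account for the fall. A smaller amount of myocardium with no change per cell would lower its genes by a common factor. The log2 fold changes ran from -1.38 to 0.05 with an I2 of 81.0%, so the genes moved by different amounts, but loss of 1 region of the heart could give the same spread. Lower expression per cell and less myocardium cannot be told apart in these data. With the replicate block (same-numbered correlation 0.229) the set median was -0.83.

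The first principal component, which did not follow genotype, followed the content of visceral or yolk sac endoderm markers. Recomputed without the genes of the endoderm set, it correlated with the endoderm score over the 8 embryos at Pearson r = 0.978 (exact permutation p = 0.000248) and Spearman rho = 0.976 (exact permutation p = 0.000397). After leaving out wild-type embryo 4 and knockout embryo 1, the embryos farthest from the median on the x axis, r was 0.960 (exact permutation p = 0.0042). Total count gave r = -0.1245 (exact permutation p = 0.7406) and rho = -0.4762 (exact permutation p = 0.2431), and r = -0.7782 (exact permutation p = 0.0736) without knockout embryos 3 and 4. With 2 relations computed, the adjusted p-values for Pearson's r were 0.000496 and 0.7406, and for rho 0.000794 and 0.2431. Endoderm scores ran from -1.64 to 1.33 in the wild-type and from -2.01 to 1.88 in the knockout embryos. The labels gave no batch, and with 4 embryos per genotype the relation was not recomputed within genotypes. The recomputed component had the same sign in wild-type and knockout embryos of each replicate number. Its scores were -2.23 and -22.3 for number 1, 7.10 and 24.4 for 2, 20.9 and 10.2 for 3, and -19.4 and -18.7 for 4. The endoderm score also kept its sign within each number, values given without a test. A source shared by same-numbered embryos was therefore not excluded, and the permutation tests treated the 8 embryos as unlinked. Varying carry-over of endoderm during dissection is a candidate explanation for the largest component of variation, and differences in developmental progress between single embryos were not tested.

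The gap between 137 genes past the FDR and 553 past the fold and unadjusted p thresholds was examined. The gap depended on the test, since the Wald test of DESeq2 on the same counts gave 726 and 554 genes. In the simulation with no gene changed, the edgeR model passed 0 genes by the FDR and 200 by the fold and unadjusted p thresholds. That simulation held no component shared across genes, so it does not measure the gap to be found in the real data by chance. If endoderm carry-over inflated the spread within genotypes, the endoderm score as a covariate would raise the number past the FDR, and it did so by a ratio of 2.30, to 315 genes that included all 137. Any covariate that follows the first principal component would act in this way, so the source of the component remains open. Thinning all libraries to equal depth gave a ratio of 1.07, so unequal depth did not create the calls, but thinning adds no reads to knockout embryos 3 and 4, and whether their lower depth limited the count cannot be told. Log2 fold changes rose with GC content across genes (Spearman 0.202 over 13846 genes, 98.4% of those tested, which are not independent replicates) and less with transcript length (0.105). Removing the GC and length trend moved the count by a ratio of 1.80, upward to 246 genes with 130 of the 137 among them, and with the replicate block (same-numbered correlation 0.229) it gave 116. A GC bias may therefore have added to the spread within genotypes, but 130 of the 137 calls did not rest on it.

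Other splits of the 8 embryos were compared with the real one. Of the 35 splits into 4 and 4, 8 part all same-numbered pairs as the real one does, and with 8 splits a share under 0.05 cannot be reached. Among these 8, the real split alone, 1 of the 8 splits, gave as many genes past the FDR, 1 of 8 as many past the fold and unadjusted p thresholds, and 1 of 8 as small a camera p for each of the contraction, cardiac transcription factor and smooth muscle sets. As small a camera p was found in 3 of 8 splits for the hypoxia set, 4 of 8 for second heart field and outflow tract signalling, 5 of 8 for the endothelial set and 5 of 8 for the SWI/SNF subunits, so the splits did not separate the movement of these 4 sets from differences between single embryos, although the SWI/SNF scores of the genotypes did not overlap (exact permutation p = 0.0286). For the contraction set, the other splits among these 8 gave a camera p from 2.03e-25 to 0.0214, against 5.60e-68 in the real split. A camera p under 0.05 for this set was therefore not particular to the real split, although the smallest value was. The split that exchanged the embryos numbered 3 gave 133 genes past the FDR, close to the real 137. Over all 35 splits, most of which keep some same-numbered pairs together, 2 gave as many genes past the FDR and 3 as many past the other thresholds. The split of wild-type and knockout embryos 1 and 4 from embryos 2 and 3 gave 466 and 669 genes, and it follows the endoderm score.

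Sets that describe tissue composition were tested beside the study's questions. From chromatin accessibility, the study reported that Isl1 with Brg1 represses nervous system development. A rise of neural genes, like one of erythroid genes, could therefore also be an effect of the knockout. Anterior Hox genes were higher in the knockout (median log2 fold change 0.32, 15 of 15 genes, camera FDR 0.00423), as were neural and neural crest genes (0.21, 16 of 19 genes, camera FDR 0.0160) and the erythroid set described above. The exact permutation p was 0.4 for the anterior Hox and 0.0286 for the neural score. In these 3 sets 0 genes passed the FDR, and 2 anterior Hox, 2 neural (1 higher and 1 lower) and 0 erythroid genes had an unadjusted p-value under 0.05. With the Y-linked covariate the anterior Hox and neural sets no longer passed (camera FDR 0.0842 for each). Over the fits that each left out one embryo, the anterior Hox median ran from 0.18 to 0.57 and the neural median from 0.13 to 0.27. Among these fits the anterior Hox set lost its call without wild-type embryo 3 (camera FDR 0.0620), and the neural set without knockout embryo 1 (camera FDR 0.106). With the replicate block (same-numbered correlation 0.229) 4 composition sets passed, the caudal set being the addition. As many composition sets passed in 4 of the 8 splits that part all same-numbered pairs, so a difference in tissue composition between genotypes, which may exist, was not separated from differences between single embryos.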
